A study of Homo sapiens with 6 samples.

How the data were processed

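ChIPmentation profiles of IMR90 cells were analysed from the deposited peak lists: SON in untreated cells, SON after 3 and 6 days of ICM, and HMGB2 in untreated cells, 1 list each. Per the labels' protocols, cells for SON were fixed with formaldehyde alone, and cells for HMGB2 were fixed with EGS, a protein crosslinker of longer reach, and then with formaldehyde. The difference in fixation goes with the difference in target, so any contrast between SON and HMGB2 lists includes it. The 2 remaining samples of the series, an HMGB2 input and an HMGB2 sample named for DSG, were not analysed here. Groups were taken from the titles and treatment labels. The aligner, the genome build, filters on reads, the control used for peak calling and the sequencing depth are not stated in the labels or file headers.

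Each SON list has 20 columns in the layout of the IDR tool run on 2 replicates, per the file's columns and values. The authors' −log10 p per line is the lower of the values of the 2 replicates, which the deposited lists also give separately. The signal and q columns hold a placeholder. The deposited lists give the −log10 of the global IDR, and the authors' IDR score in the score column is its scaled form. The largest global IDR was 0.431 in the untreated list, 0.447 at 3 days and 0.63 at 6 days, so no strict IDR cutoff was applied before deposit, and whether lines above these values were removed is not known. In the 3 lists 32.6%, 31.9% and 39.0% of lines sat at that largest value. How the 2 replicates were made, and whether reads were shared between them, is not stated. The HMGB2 list has 10 columns in the narrowPeak layout of MACS, and its peak names, written by the authors, state a q cutoff of 0.03. The largest q in it was 0.0287. For HMGB2 the authors deposited a fold enrichment over the caller's background, −log10 p and −log10 q, and a score. Whether this list pools replicates is not stated. These values are used to describe, rank or filter peaks within their own list, except in an alternative that applies the untreated median −log10 p to every SON list. Values of different lists that stand side by side depend on the unknown depth of each library.

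Lines that overlapped within a list would have been merged, and none did. Peaks on chromosomes 1 to 22 and X entered the comparisons, and no list had a peak on Y. Peaks on unplaced contigs and the mitochondrial genome were left out and are described in the closing section. Peaks of different lists were shared when at least 1 bp overlapped. As a background, the list whose peaks were counted was shifted circularly within each chromosome 1000 times with a fixed seed. Stretches of more than 3 Mb without a peak of any list were removed first, 345 Mb in all. The number of shifts that reached the observed share is given, which describes positions in these lists. Differences in strength between untreated peaks found later and the others were tested by a two-sided permutation test of the difference of median log2(−log10 p) across peaks. Spacing was compared after random thinning to 5481 peaks, 100 draws. Splicing genes were compared with 10000 random lists of protein-coding genes matched on gene length in 10 classes. The 105 genes of the list all matched the table, which held 19970 protein-coding genes on these chromosomes. Named peaks were the 3 strongest of each list and the 3 HMGB2 peaks with the highest mean percentile among those met by every SON list, and named bins were the 3 fullest 1-Mb bins of each SON list. These rules, the 8 fixed loci and the main tests were set before the data were examined.

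Gene positions came from a RefSeq table of GRCh38.p14. As a check of the build, untreated SON peaks met gene ends more often than the same ends displaced by 20 kb on 23 of 23 chromosomes, and the lowest ratio was 3.73. The check tests agreement of positions at this scale, and no coordinate of the table is printed.

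Several planned steps were changed once the files were read. Strength was to be the signal column, which is a placeholder in the SON lists, and the −log10 p column took its place. For HMGB2 the same column was used. The table gives no strand, so both ends of each gene replaced the transcription start. The CTCF motif was not searched, since no genome sequence was used here. With 1 list per group there are no replicates to leave out.

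The overlap test and the permutation test were tested on simulated data. With 22216 simulated untreated peaks set against the 6-day list, planted excess shares of 20% and 60% were recovered as 20.0% and 60.0%. Of 100 unrelated pairs, 3 had fewer than 5% of shifts reaching their share. A planted difference of 0.50 on the log2 scale was recovered as 0.51, and 0 of 20 unrelated splits had a p under 0.05. The unrelated pairs were made by the same circular shifts, the planted peaks lay directly on 6-day peaks, and the splits were random. These simulations check the calculation only. They cannot tell whether circular shifts are a fitting background for peaks confined to some kinds of chromatin. Alternatives covered a stricter threshold (the stronger 50% of each list, an IDR of at most 0.05, 0.01 or 0.001), the overlap that counts as shared, lists of equal length, other backgrounds, merging of nearby intervals, the window at genes and the measure of strength. Those chosen after seeing the data are named in the closing section. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.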

Results

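SON is a protein of nuclear speckles, and HMGB2 is a DNA-binding protein of the high mobility group. Both were mapped by ChIPmentation on chromatin of IMR90 cells, which are fibroblasts from human lung. In this assay chromatin bound by an antibody is cleaved and tagged with sequencing adapters by a transposase while still on the beads. The series addressed how SON and HMGB2 relate to CTCF, to the folding of the genome and to gene expression, and its title places the question in senescent cells and their splicing. SON was profiled in untreated cells and after 3 and 6 days of the treatment the labels call ICM, an abbreviation they do not expand. HMGB2 was profiled in untreated cells. Peak lists of 4 of the 6 samples were analysed, 1 per group. An HMGB2 input and another HMGB2 sample whose title names the crosslinker DSG were not analysed here. With 1 list per group there was no replicate check of any difference between conditions, and no test between conditions was made. The lists hold no read counts, so the depth of the libraries is unknown. Intervals of percentages given below are 95% exact binomial (Clopper-Pearson) intervals over the peaks or genes counted, and those of odds ratios are 95% intervals of the Mantel-Haenszel estimate. Both cover counting error only.

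The untreated SON list held 22362 lines, the 3-day list 11158 and the 6-day list 5583. On the autosomes and the X chromosome these were 22216, 11028 and 5481 peaks, a ratio of 2.01 between untreated cells and 3 days and of 4.05 between untreated cells and 6 days. Median peak width was 412 bp in untreated cells, 447 bp at 3 days and 424 bp at 6 days, and the peaks covered 9.96, 5.43 and 2.50 Mb. The median −log10 p of a peak, the authors' own value, was 9.90, 9.06 and 8.50 in the same order. The HMGB2 list held 6013 lines, 5992 of them on the autosomes and X, with a median width of 242 bp, a covered length of 1.68 Mb, a median fold enrichment of 4.89 and a median −log10 p of 9.52. These numbers depend on how the authors' thresholds met the unknown depth of each library.

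The SON lists came from the irreproducible discovery rate (IDR) procedure on 2 replicates each, and they held lines with a global IDR as high as 0.63. A global IDR of at most 0.05 was met by 13348 untreated lines (59.7%), by 4669 lines at 3 days (41.8%) and by 895 lines at 6 days (16%). The alternative that moved the ratios most among those that kept the order was a global IDR of at most 0.01. It left 6781, 2191 and 380 peaks on the autosomes and X, and the ratios rose to 3.09 for untreated over 3 days and 17.8 for untreated over 6 days. The order did not hold at every minimum. At a global IDR of at most 0.001 the 3-day list held 901 peaks, the untreated list 423 and the 6-day list 157. With a −log10 of the global IDR of at least 3.3, the untreated list also fell below the 6-day list, with 151 against 154 lines.

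**Figure D1:**
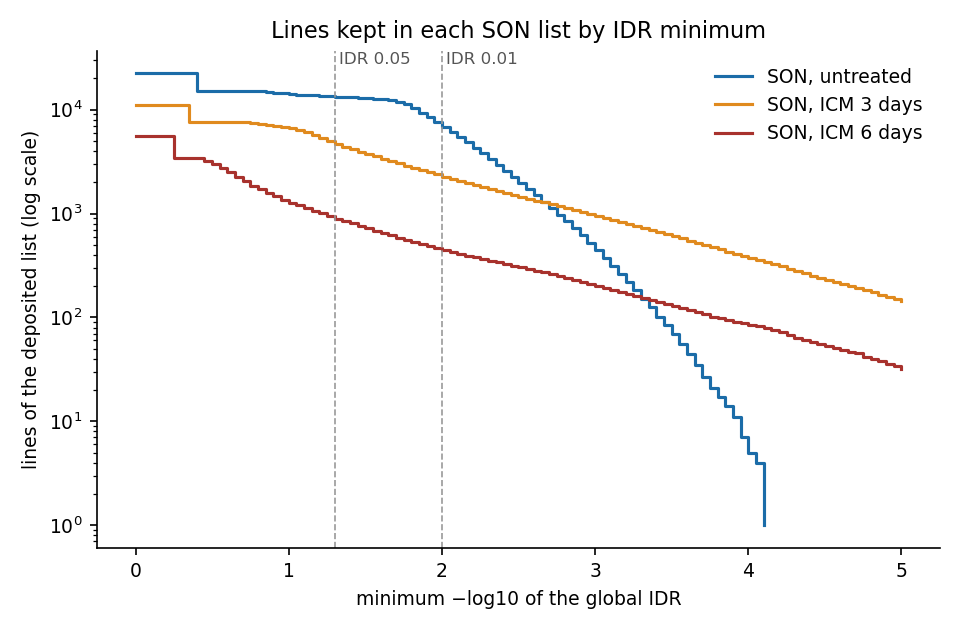
Number of lines (log scale) of each SON list that meet a minimum −log10 of the global IDR (x axis), with dashed lines at IDR 0.05 and 0.01. The untreated curve starts highest, at 22362 lines, and falls below the 3-day curve and then the 6-day curve at the strictest minimums. At a minimum of 4 it stands at 5 lines, against 373 at 3 days and 85 at 6 days.

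Across peaks of each list, the −log10 p values of the 2 replicates had a Spearman correlation of 0.909 in untreated cells, 0.779 at 3 days and 0.564 at 6 days. Peaks are not independent replicates, and these values describe the lists. In the untreated list 12498 lines (55.9%) had the same −log10 p in both replicates, against 3237 lines (29.0%) at 3 days and 530 lines (9.49%) at 6 days. Over the peaks whose values differed, the correlations were 0.768, 0.740 and 0.514.

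The treated lists were first compared with the untreated list by position, counting a peak as shared when at least 1 bp overlapped. Of the 3-day peaks, 91.6% (91.0 to 92.1%) overlapped an untreated peak, and of the 6-day peaks 88.9% (88.0 to 89.7%). In the reverse direction 45.4% (44.8 to 46.1%) of untreated peaks were found at 3 days and 21.9% (21.4 to 22.4%) at 6 days. Of the 6-day peaks, 80.9% (79.8 to 81.9%) overlapped a 3-day peak. Circular shifts of the lists along each chromosome gave mean shares of 0.905%, 0.863%, 0.453%, 0.218% and 0.473% for these 5 comparisons, so the observed shares were 101, 103, 100.3, 101 and 171 times the shifted ones. None of 1000 shifts reached the observed share in any of the 5. These shifts test positions in the lists, not an effect of the treatment. The fractions changed with the selection of peaks. With a global IDR of at most 0.05, 31.4% of untreated peaks were found at 3 days and 5.90% at 6 days, while 95.1% of 6-day peaks were found in untreated cells. With each list reduced to its 5481 strongest peaks, 68.5% of untreated peaks were found at 3 days and 54.7% at 6 days, while 54.9% of 6-day peaks were found in untreated cells.

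**Figure D2:**
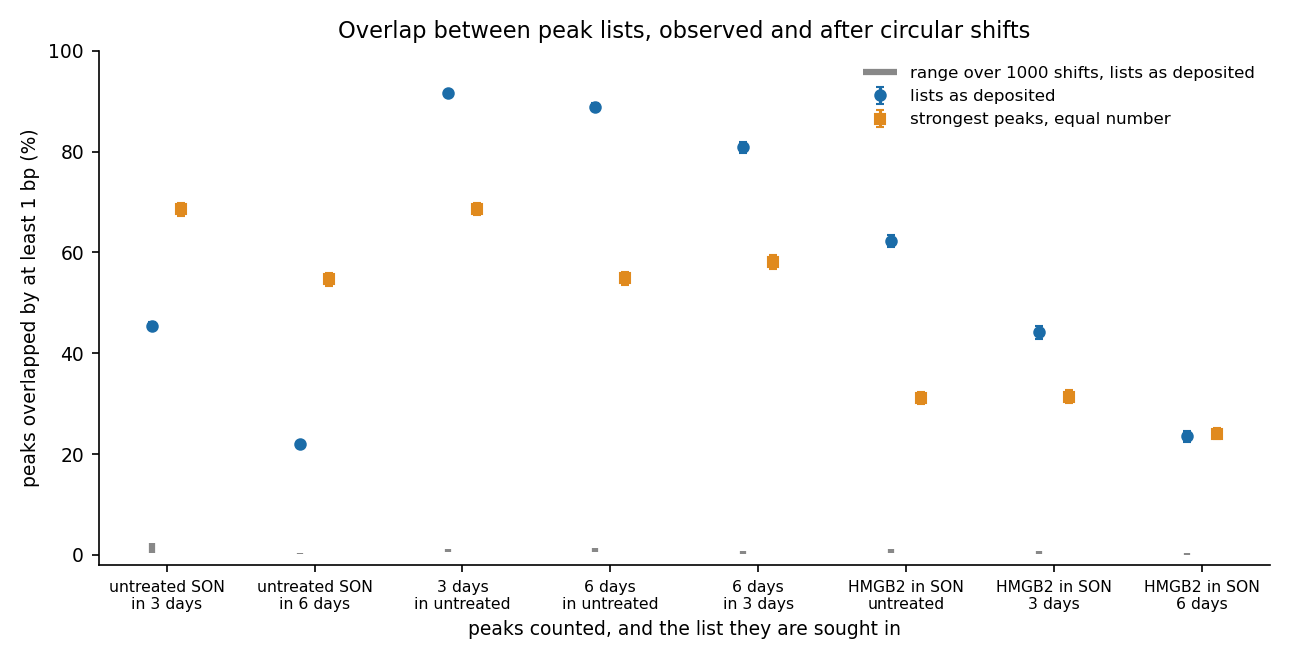
Percent of peaks overlapped by at least 1 bp for the 8 comparisons of lists made, as deposited (circles) and with each list reduced to its 5481 strongest peaks (squares), with 95% exact binomial intervals. Grey bars give the range over 1000 circular shifts of the deposited lists, which stays at or below 2.41% in these 8.

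Of the untreated SON peaks, 4243 (19.1%) were found in both later lists, 5851 (26.3%) at 3 days only, 621 (2.80%) at 6 days only and 11501 (51.8%) in neither. Peaks absent from the untreated list numbered 930 at 3 days (8.43% of that list) and 610 at 6 days (11.1%).

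Whether the untreated peaks missing later were the weaker ones was asked with the strength given in the untreated list itself, the −log10 p of the weaker replicate. Median strength was 15.3 for peaks found at 3 days and 7.94 for the others, a difference of 0.95 on the log2 scale. For peaks found at 6 days it was 19.4 against 8.87, a difference of 1.13 on the log2 scale. Both differences had p = 1e-05 in a two-sided permutation test across peaks with 100000 resamples, the smallest value it can give. Taken within 5 classes of peak width, the differences were 0.70 and 0.65 on the log2 scale. By 5 equal classes of strength, from the weakest to the strongest, the share found at 3 days was 14.4%, 22%, 36.5%, 62.0% and 92.4%. At 6 days it was 5.72%, 7.95%, 12.8%, 23% and 60.1%.

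**Figure D3:**
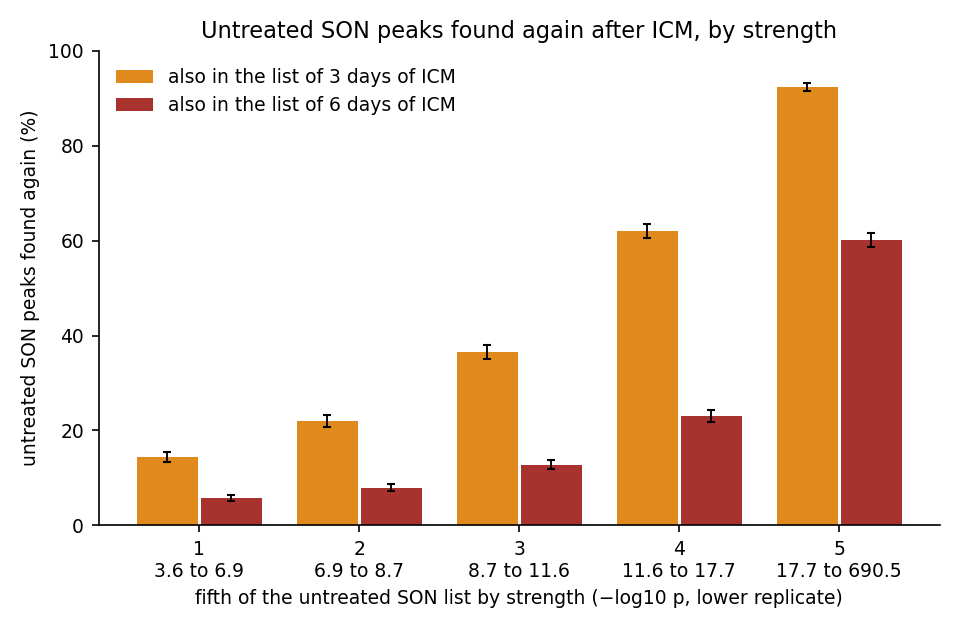
Percent of untreated SON peaks found again after 3 days (orange) and 6 days (red) of ICM, in 5 equal classes of the −log10 p in the untreated list, with 95% exact binomial intervals. The share rises with strength in both lists, from 14.4% to 92.4% at 3 days and from 5.72% to 60.1% at 6 days.

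Spacing along the chromosome was compared after thinning the longer lists at random to 5481 peaks. The median distance between neighbouring peaks was 201 kb in untreated cells (192.8 to 209 kb over 100 draws), 194 kb at 3 days (183 to 203 kb) and 178 kb at 6 days, against 328 kb for evenly random placement. This order reversed when the strongest 5481 peaks of each list were kept in place of random ones. The distance was then 161 kb in untreated cells, 169 kb at 3 days and 178 kb at 6 days.

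HMGB2 peaks of untreated cells coincided with SON peaks. Of the HMGB2 peaks, 62.3% (61.1 to 63.5%) overlapped an untreated SON peak, 44.1% (42.8 to 45.4%) a 3-day SON peak and 23.5% (22.5 to 24.6%) a 6-day SON peak. The shifted lists gave 0.741%, 0.419% and 0.198%, and none of 1000 shifts reached the observed share in any of the 3 comparisons. A SON peak in every SON list met 1317 HMGB2 peaks (22%), and no SON list met 2165 (36.1%). With a global IDR of at most 0.05 in the SON lists the shares were 48.5%, 27.2% and 5.97%. With the 5481 strongest peaks of each list they were 31.1%, 31.4% and 24.1%, and untreated cells and 3 days differed by less than the counting error. Seen from SON, 16.5% of untreated peaks, 23.6% of 3-day peaks and 25.4% of 6-day peaks overlapped an HMGB2 peak.

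Peaks were set against the ends of protein-coding genes, since the gene table used here gives no strand and a transcription start cannot be told from a transcript end. Within 1 kb of a gene end lay 31.4% (30.8 to 32.1%) of untreated SON peaks, 42.2% (41.2 to 43.1%) of 3-day peaks, 34.6% (33.4 to 35.9%) of 6-day peaks and 44.6% (43.3 to 45.9%) of HMGB2 peaks. These shares were 8.52, 10.8, 8.97 and 11.4 times those of the shifted lists, and none of 1000 shifts reached them. The order of the SON lists changed among equally many strongest peaks. Of the 5481 strongest peaks, 53.4% (52.0 to 54.7%) lay at gene ends in untreated cells and 56.1% (54.8 to 57.5%) at 3 days, against 34.6% at 6 days. Inside gene bodies lay 67.0% of untreated SON peaks, 70.6% at 3 days, 65.7% at 6 days and 62.1% of HMGB2 peaks, where the shifts averaged 48.0%, 48.4%, 48.3% and 49.2%.

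**Figure D4:**
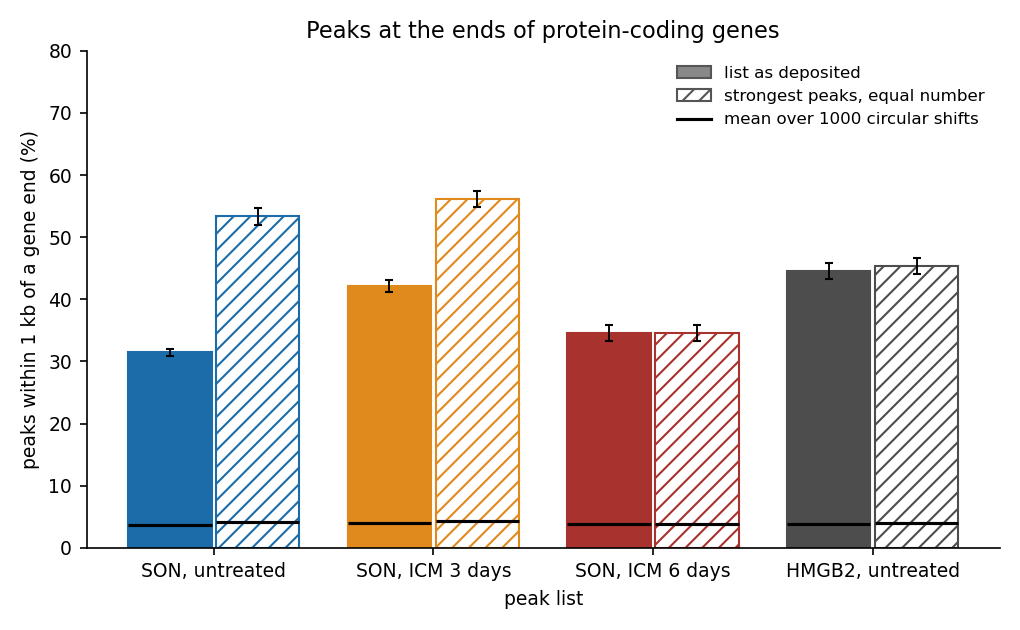
Percent of peaks within 1 kb of either end of a protein-coding gene, for each list as deposited (filled bars) and for its 5481 strongest peaks (hatched bars), with 95% exact binomial intervals. Black lines mark the mean over 1000 circular shifts. The strongest untreated and 3-day SON peaks stand at 53.4% and 56.1%, above the 6-day peaks at 34.6%, which are the whole 6-day list.

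The series title names the splicing programme, and a list of 105 splicing genes fixed in advance was examined. A peak in the gene body or within 5 kb of it was present in the untreated SON list for 98 of the 105 genes (93.3%, 86.7 to 97.3%), at 3 days for 91 (86.7%, 78.6 to 92.5%) and at 6 days for 51 (48.6%, 38.7 to 58.5%). HMGB2 peaks were present at 50 (47.6%, 37.8 to 57.6%). Random lists of protein-coding genes matched on gene length had median shares of 57.1%, 41%, 20.0% and 22.9%. None of 10000 such lists reached the share of the splicing genes in any of the 4 peak lists, and 1 did for HMGB2 when the stronger 50% of each list was used. Counted within 1 kb of either gene end, the untreated share was 90.5% against a random median of 42.9%. High shares were not particular to splicing genes in untreated cells, where 88.3% (82.9 to 92.4%) of 196 ribosomal protein, mitochondrial ribosomal protein and proteasome genes carried a SON peak. The same genes stood at 69.4% at 3 days and 30.6% at 6 days, and 39.8% (32.9 to 47.0%) of them carried an HMGB2 peak.

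**Figure D5:**
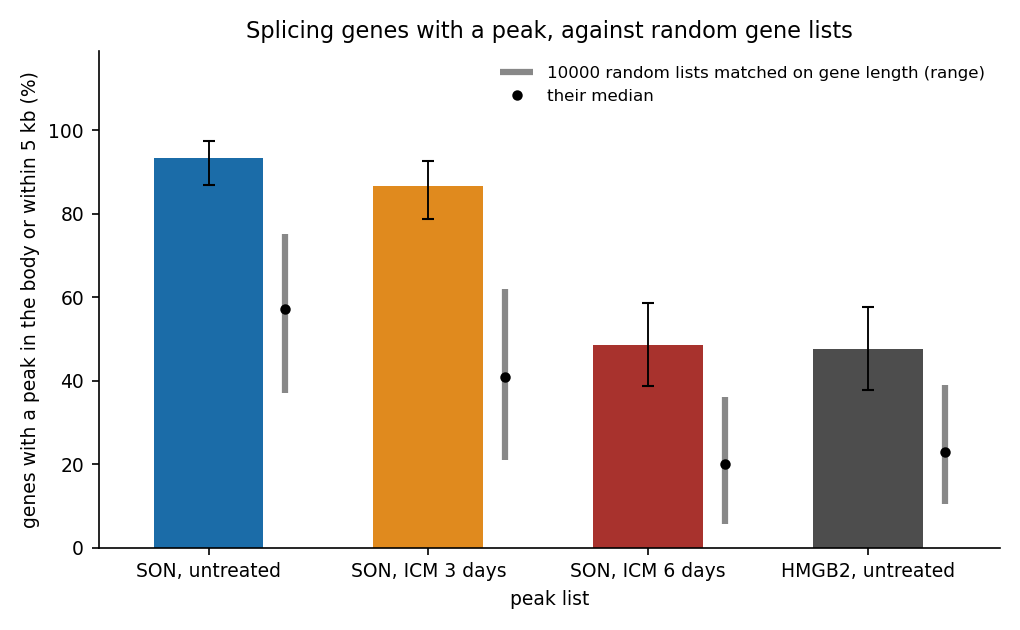
Percent of 105 splicing genes with a peak in the gene body or within 5 kb, in each list (bars, with 95% exact binomial intervals), beside the range (grey) and median (black point) of 10000 random gene lists matched on length. The bars stand at 93.3%, 86.7%, 48.6% and 47.6%, each above its random range.

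Loci fixed in advance were read in every list, counting peaks in the gene or within 5 kb of it, where a neighbouring gene can lie. MALAT1 carried 2 SON peaks in untreated cells, 1 at 3 days and 1 at 6 days, and 4 HMGB2 peaks. Its 6-day peak had a −log10 p of 6.97 and a global IDR of 0.63, the largest in that list. NEAT1 carried 2, 1 and 0 SON peaks and 21 HMGB2 peaks. The SON gene and the HMGB2 gene each carried 1 SON peak in untreated cells, with a −log10 p of 49.6 and 50.1, and 1 at 3 days, with 19.9 and 19.8. Neither carried one at 6 days, and each carried 1 HMGB2 peak. SRRM2 carried 1, 1 and 0 SON peaks and no HMGB2 peak. SRSF2 carried 1 SON peak in each SON list, with a −log10 p of 50.3, 9.72 and 15.1, and 1 HMGB2 peak. CDKN1A carried 2, 2 and 0 SON peaks and 1 HMGB2 peak. CDKN2A carried no peak in any of the 4 lists.

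Coordinates of peaks are 1-based and those of the deposited lists, whose build the files do not name and whose contig names are those of GRCh38. Gene names are from a GRCh38.p14 table of gene spans, without exons. The strongest untreated SON peaks lay on chromosome 16 from 13919669 to 13920387 in ERCC4, with a −log10 p of 690.5, on chromosome 5 from 176447787 to 176448573 in FAF2, with 673, and on chromosome 17 from 47188870 to 47189842 over CDC27 and MYL4, with 636. The ERCC4 peak had exactly the same −log10 p in both replicates. At 3 days the strongest lay on chromosome 17 from 28951328 to 28952178 in PHF12, with a −log10 p of 659.6, on chromosome 7 from 148831 to 149762 outside any gene of the table, with 494, and in FAF2, with 464. The chromosome 7 peak lay 23.4 kb from the nearest protein-coding gene, LOC105375116. At 6 days they lay in PHF12, with 229, in FAF2, with 189, and on chromosome 11 from 694969 to 695975 over DEAF1 and TMEM80, with 187.

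The strongest HMGB2 peaks lay on chromosome 6 from 132814087 to 132814667 in RPS12, with a −log10 p of 267 and a fold enrichment of 15.2, on chromosome 5 from 138575049 to 138576065 in HSPA9, with 260.5 and 14.2, and on chromosome 19 from 1095183 to 1095732 in POLR2E, with 199 and 17.2. Among HMGB2 peaks met by every SON list, those with the highest mean percentile of strength over the 4 lists were on chromosome 19 from 43595959 to 43596687 over IRGQ and ZNF576, the RPS12 peak, and on chromosome 17 from 409969 to 410372 over LIAT1 and LOC100996709, with mean percentiles of 99.8, 99.3 and 99.2.

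Of the fixed 1-Mb bins, the bin on chromosome 11 from 65000001 to 66000000 held the most SON peaks in all 3 SON lists, with 53 in untreated cells, 34 at 3 days and 19 at 6 days, and 61 HMGB2 peaks. The next bins in untreated cells were on chromosome 19 from 1000001 to 2000000, with 45 peaks, and on chromosome 6 from 26000001 to 27000000, with 44. At 3 days these were the same chromosome 19 bin, with 30, and chromosome 17 from 7000001 to 8000000, with 26. At 6 days they were chromosome 19 from 49000001 to 50000000, with 17, and the same chromosome 17 bin, with 16. Protein-coding genes in these 5 bins numbered 49, 39, 42, 64 and 56, in the order in which the bins are named.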

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

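The tests of these peaks were chosen only after results on them were seen. Every list held peaks outside the chromosomes compared in the report, on unplaced contigs and the mitochondrial genome, and no input list was used here to set a background for them. They numbered 146 in the untreated SON list, 130 at 3 days, 102 at 6 days and 21 in the HMGB2 list, of which 8, 8, 10 and 9 were mitochondrial. These were among the strongest peaks. Their median strength percentile within the list was 81.0, 89.8, 95.5 and 95, and they made up 9, 7, 22 and 9 of the 50 strongest peaks. High-copy sequence and a signal of the antibodies cannot be told apart here, because these percentiles, of which 81.0 was the lowest, are the pattern itself and no test of its cause. Mitochondrial DNA carries no nuclear speckle, and its peaks had median percentiles of 99.3, 98.2, 99.1 and 99.9. The number of these peaks fell less than that of chromosomal peaks. At 6 days, 65.8% (57.5 to 73.4%) of the untreated peaks of this kind were found again. The share was 36.7% for chromosomal peaks weighted to the same 30 classes of strength and width. The strongest classes span a wide range of strength, over which the share found again also rises, so this match is coarse. Copy number of the contigs was not measured, and no biological explanation was tested.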

How the results depend on the processing

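The alternatives with a global IDR of at most 0.05 or 0.001, the −log10 p of replicate 1 and the window at either gene end were chosen after seeing the data. The others were set before the data were examined. The CTCF motif alternatives and the 5′-end window were not run, since no genome sequence and no strand were used here, and the −log10 p column became the main measure. Leaving out replicates was impossible with 1 list per group.

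The number of SON peaks changed by more than 1.5 times with the threshold. Counts in untreated cells, at 3 days and at 6 days were 11115, 4713 and 1769 with a −log10 p of at least the untreated median, 13255, 4571 and 822 with a global IDR of at most 0.05, and 6781, 2191 and 380 with one of at most 0.01. Their order held in these 3 settings and when intervals within 1 kb were merged. With a global IDR of at most 0.001 they were 423, 901 and 157, and the 3-day list was the longest. The cause of that change of order was not tested.

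The excess of every overlap over its background held in all 6 alternatives of each of the 8 comparisons of lists, with 0 of 1000 shifts reaching the observed share. The ratio to the background ranged from 43.8 with each peak moved by up to 500 kb to 286 with 50% of the shorter peak required. The shares themselves moved. With a global IDR of at most 0.05, untreated SON peaks were found at 3 days in 31.4% and at 6 days in 5.90%, and HMGB2 peaks were overlapped by the 3 SON lists in 48.5%, 27.2% and 5.97%. Peaks at gene ends and the strength differences kept their direction and their side of the threshold in every alternative run.

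Spacing depended on the choice of peaks. With the strongest peaks, the median distance was 161 kb in untreated cells and 169 kb at 3 days, which reversed the order against 178 kb at 6 days, and the cause was not tested. Merging within 1 kb gave 205 kb in untreated cells and 181 kb at 6 days, and merging within 10 kb gave 228, 215 and 196 kb in the 3 lists, in the order of the report. The excess of splicing genes over the random median, 36.2 percentage points in untreated cells and 45.7 at 3 days, was 47.6 in untreated cells within 1 kb of either gene end and 38.1 at 3 days with the stronger 50% of each list. It stayed positive in every alternative, and 1 of 10000 random lists reached the HMGB2 share with the stronger 50% of each list. Replicate correlations over the stronger 50% of each list were 0.927, 0.789 and 0.529, in the order of the report.

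Unknown depth limits every comparison of list lengths, and a peak missing from a list is not shown to be absent from the cells.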

Other observations

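The tests of equal summits, of replicate agreement, of an even loss of detection power, of the gene-end odds ratio and its further settings, of other housekeeping genes at 3 and 6 days and for HMGB2, and of their length, were chosen only after results on them were seen. The other tests in this part were fixed before their results were known.

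In the untreated SON list 55.9% of lines had the same −log10 p in both replicates, to the last digit given, with 70.8% in the strongest 20% of lines and 46.9% in the weakest. The share was 29.0% at 3 days and 9.49% at 6 days, and there it ran the other way, with 14.8% in the strongest lines against 32.0% in the weakest at 3 days and 4.21% against 14.1% at 6 days. Coarse steps of the p-value are argued against. When values of replicate 2 were exchanged among 20 peaks of neighbouring rank, at most 22.8% of untreated lines matched in any of 100 exchanges. The same reads called in the same way are argued against too, since only 3.48% of the lines with equal values had the same summit in both replicates. Replicates that share part of their reads, or were called with other settings, may lie behind the pattern and were not tested. Among untreated lines with equal values 68.6% had a global IDR of at most 0.05, against 48.4% of the others. In the treated lists this too was reversed, at 31.0% against 46.3% at 3 days and 5.09% against 17.2% at 6 days. Counts by IDR include this feature, and it does not act alike in the 3 lists.

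The shorter lists after ICM have several open explanations. Among lines whose replicate values differed, the 6-day list held 51.2% as many lines as the untreated list, against 25% over all lines. Replicate agreement alone and a loss of peaks cannot be told apart here, because a line needs both replicates to be listed at all. An even loss of detection power by peak strength is argued against as the whole cause. At 6 days, 65.8% of untreated peaks on unplaced contigs and the mitochondrial genome were found. The share was 36.7% for chromosomal peaks in the same 30 classes of strength and width. That match is coarse among the strongest peaks, and how much of the gap strength accounts for is not known. The argument thus rests mainly on peaks at gene ends, which went their own way at 6 days, as described next. A loss of depth or of enrichment that acts unevenly, and an effect of ICM on SON, stay open. The depth is unknown and each group has 1 list.

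Untreated SON peaks at gene ends were found again more often than those elsewhere, in 64.6% against 36.6% at 3 days and in 26.8% against 19.6% at 6 days. Peaks at gene ends were also stronger, and at equal strength the direction at 6 days was the opposite. Within 20 classes of strength, the Mantel-Haenszel odds ratio of being found again, gene ends over elsewhere, was 1.86 (95% interval 1.73 to 2.0) at 3 days and 0.468 (0.427 to 0.513) at 6 days. Strength alone would give 1 in both if it were measured without error. Since peaks at gene ends are stronger, error in the measured strength could leave a ratio above 1. The 3-day ratio thus cannot be told from strength alone, while the 6-day ratio lies on the other side of 1. At 6 days the share was lower at gene ends in 18 of the 20 classes. The exceptions were the weakest class, with 5.42% against 4.74%, and the strongest, with 91.1% against 89.0%. Over the strongest 20% of peaks as a whole the shares were 59.7% and 60.5%, and with a global IDR of at most 0.05 in both lists they were 27.3% and 20.5%. Within the strongest 20% of peaks, the reading at 6 days thus rests on fine classes of strength. Below them the share was lower at gene ends in every class but the weakest. It was 5.24% against 15.3% in class 10 of the 20, counted from the weakest, and 12.9% against 30.1% in class 15. Over strength taken from either replicate, strength combined with width, 100 classes of strength, a 5 kb window and lists restricted to a global IDR of at most 0.05, the ratio ranged from 1.46 to 2.46 at 3 days and from 0.395 to 0.551 at 6 days. Starting from the 3-day peaks, the ratio at 6 days was 0.299 (0.269 to 0.332). Weakly reproducible lines in the 6-day list would dilute gene ends. However, of the 822 6-day peaks with a global IDR of at most 0.05, 61.9% (58.5 to 65.3%) lay at gene ends, against 81.9% (79.1 to 84.4%) of as many strongest untreated peaks and 86.3% of as many strongest 3-day peaks. The 6-day peaks were picked there by IDR and the others by strength, so the comparison rests on taking equal numbers. With the same IDR limit the longer untreated list had 5157 peaks at gene ends and 8098 elsewhere, a share below 61.9%. Of these, 9.68% and 3.49% were found at 6 days, before classes of strength were taken. A lower return of gene-end peaks at 6 days than their strength would give is a hypothesis, found and tested on the same data. An effect of ICM and a difference between libraries in how open chromatin is tagged could both give the ratio of 0.468, and neither was tested.

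The frequency of SON peaks at splicing genes was set against that at other housekeeping genes. In untreated cells 88.3% of ribosomal protein, mitochondrial ribosomal protein and proteasome genes carried a SON peak, within the interval of the splicing list (86.7 to 97.3%), so its excess there may be one of housekeeping genes in general. These genes stood at 69.4% at 3 days and 30.6% at 6 days, above the random medians of 41% and 20.0%. Those medians were matched on the length of the splicing genes. The splicing list stood higher, at 86.7% (78.6 to 92.5%) and 48.6% (38.7 to 58.5%). This argues against that explanation as the whole cause of the excess in the treated lists. Counted only within 1 kb of either gene end, the shares were 63.3% against 82.9% at 3 days and 25% against 42.9% at 6 days. The splicing genes were longer, with a median of 18.8 kb against 7.18 kb. The odds ratio, splicing over other families, of a peak in the gene body or within 5 kb was taken within 5 length classes. It was 3.03 (1.53 to 6.0) at 3 days and 2.14 (1.23 to 3.71) at 6 days, so length alone does not account for the difference. In untreated cells it was 2.03 (0.834 to 4.95), an interval that holds equal odds and both later ratios. A difference that arises only after ICM is thus not shown. The strongest untreated peak of a splicing gene had a median −log10 p of 25, against 18.6 for the other families. Within 5 classes of that strength, the odds ratio of the peak being found again, splicing over other families, was 2.47 (1.03 to 5.93) at 3 days, which narrowly leaves out equal odds. At 6 days it was 1.66 (0.846 to 3.25). There stronger untreated peaks and a property of splicing genes cannot be told apart, because 98 and 173 genes with an untreated peak leave a wide interval. For HMGB2 the other families stood at 39.8%, within the interval of the splicing list (37.8 to 57.6%), so that excess too may be one of housekeeping genes in general. Expression of these genes was not used here.

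The coincidence of SON and HMGB2 peaks was not accounted for by gene ends or by gene-dense domains. Among peaks more than 5 kb from any protein-coding gene end, 53.5% of 2403 HMGB2 peaks overlapped an untreated SON peak, 145 times the mean over shifts. When each peak was moved at random by up to 500 kb, the overlap was at most 1.89% over 1000 moves, against 62.3% observed. Shared open chromatin, which a transposase-based assay could favour for any antibody, stays open beside a biological relation of SON and HMGB2, as no input list was used here.

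The 610 peaks at 6 days that were absent from the untreated list had a global IDR of at most 0.05 in 0.492% (0.102 to 1.43%), against 16.8% (15.8 to 17.9%) of the 6-day peaks shared with it. They may thus be weakly reproducible lines, and they are no evidence of SON sites gained. At 3 days the shares were 6.99% and 44.6%.

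Chromosome 19 held 4.70% of untreated SON peaks and 6.53% (5.89 to 7.22%) of 6-day peaks. As many strongest untreated peaks held 7.85%, so a selection of strong peaks could give this rise. The X chromosome went the other way, with 1.71% of untreated peaks, 1.51% (1.21 to 1.87%) of the strongest untreated peaks and 0.912% (0.678 to 1.20%) of 6-day peaks. Its cause was not tested.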
